A study of Mus musculus with 58 samples. Its data were reported in "Transcriptomic profiling of the myeloma bone-lining niche reveals BMP signalling inhibition to improve bone disease" (2019).

How the data were processed

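RNA was sequenced from small pools of sorted cells taken from the hind limbs of mice that carried 5TGM1-GFP myeloma, a mouse plasma cell tumour line that expresses green fluorescent protein, in the C57Bl/KaLwRij strain. The mice were 8 to 10 weeks old at inoculation. LDN193189 (LDN), a small molecule that blocks the kinase of BMP type I receptors, was given at 3 mg/kg each day from day 5 until the mice were culled on day 23, and the other mice received the vehicle. Up to 5 populations of 100 cells per mouse were collected by flow sorting, and libraries were made with the Smart-seq2 protocol. These were myeloma cells of the central marrow, and, from the collagenase-digested bone lining, myeloma cells, endothelial cells, osteoprogenitors (ALCAM positive) and stromal progenitors (Sca1 positive). All 58 libraries belonged to myeloma-bearing mice, and no tumour-free mice were used here.

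The deposited table held RPKM values (reads scaled to the length of the transcript and to the size of the library) of 13041 genes in 58 libraries, with no column outside the 58. The authors had aligned paired-end reads to the mouse genome GRCm38 with STAR, removed PCR duplicates marked by Samtools, counted reads per gene with featureCounts at its defaults, dropped genes with low counts and computed RPKM with edgeR. Neither tool versions nor the use of normalization factors were stated. Groups were taken from the labels of each library, and replicates are named by the number in the title of the library.

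Because each RPKM value is a whole number of reads times a constant of its gene and library, the reads behind the values were recovered from the table. The ratio of depths was the most frequent ratio among genes with low values, and it was the same by way of any other library in 1653 of 1653 pairs of libraries. Whole reads in all libraries came out for 13040 of 13041 genes (99.992%). This recovery was tested on simulated data, where it returned the simulated reads of 98.1% of 2896 genes. The transcript lengths that follow from it were compared with GENCODE vM21 for 12278 genes matched by symbol, and the median ratio of recovered to annotated length was 0.72. Gene positions in the text are GENCODE vM21 positions on GRCm38, counted from 1. The effective library size behind the RPKM values differed from the number of reads in the table by a factor of 0.6002 to 1.63 relative to the geometric mean of all libraries.

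Each comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a mean-variance trend, in the libraries of that comparison alone. Genes above 1 RPKM in at least 4 of its libraries were tested. A gene was called at a Benjamini-Hochberg adjusted p below 0.1 together with an absolute log2 fold change above 1. LDN was compared with vehicle in each of the 5 populations, bone-lining with central marrow myeloma cells in each treatment, and osteoprogenitors with stromal progenitors in vehicle mice. In 2 further fits, an interaction term asked whether the effect of LDN differed between the myeloma populations or between the progenitor populations.

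Gene sets were tested with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio of RPKM, in which each SD was held at no less than 0.2 of the mean. The 8 sets were BMP signalling, bone formation, bone loss, bone remodelling, nuclear receptor transcription, extracellular matrix organisation, collagen formation and NCAM1 interactions, and the adjustment ran over 40 tests (8 sets in 5 populations) with a threshold of 0.05. The lists used for bone formation, bone loss and bone remodelling held 197, 153 and 149 genes, where the study counts 198, 154 and 151, and the difference was not analysed here. Of these genes 159, 103 and 109 had values. The last 4 sets had been selected by the study on the stromal progenitor libraries tested here, so a result in them is not independent evidence. Scores of gene lists were means of log2(RPKM + 1) per library and were compared with exact two-sided permutation tests at 0.05. They comprised a BMP response score (Id1, Id3, Smad6, Smad7 and Atoh8, as Dkk1 was not analysed here), the log2 ratio of RANKL to OPG (Tnfsf11 to Tnfrsf11b, each with a pseudocount of 1), and lists for the cell cycle, myeloma, endothelial, stromal progenitor, osteoprogenitor, chondrocyte, neutrophil, macrophage and osteoclast, and erythroid markers. No gene was on more than 1 list. Correlations over libraries were tested with 100000 permutations, and 3 of them were computed. Positions, tables and figures were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

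The groups, the comparisons with their thresholds, the rule for named genes and most alternatives were fixed before the data were examined. Under that rule, of the genes past both thresholds with a mean of at least 5 RPKM in the higher group, the 5 with the smallest adjusted p that rose and the 5 that fell were named, and where no gene passed, the 3 with the smallest p. A fixed list (Vdr, Bmpr1a, Bmpr1b, Bmp2, Bmp4, Bmp6, Id1, Id3, Smad6, Smad7, Atoh8, Tnfsf11, Tnfrsf11b, Runx2, Alpl, Bglap and Sp7) and markers of the populations (Ptprc, Slamf7, Igj, Cdh5, Pecam1, Tek, Selp, Alcam, Ly6a, Pdgfra, Prrx1 and Col1a1) were named in any case. Of these markers, only Ptprc, Pecam1, Ly6a and Alcam encode proteins that were stained for sorting. Dkk1 and Sost were on the fixed list and were not analysed here, as the table lists neither. S100a8, Alas2, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were chosen after their values were seen.

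Whether libraries with the same number came from 1 mouse was checked in 2 ways. The sex of the mouse, read from Xist and Y-linked transcripts, was the same in all niche libraries of a number for 12 of 12 numbers (permutation p 3e-05, 100000 permutations). LDN endothelial replicate 15 was read as female in this count, although it held Ddx3y besides Xist. Across genes, the deviations of libraries with the same number from their group means had median correlations of 0.008 to 0.027 between populations (lowest -0.017, highest 0.189), so the number was used as a block only as an alternative.

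The alternatives fixed in advance were pseudocounts of 0.1 and 5, no filter, a filter at 5 RPKM, scaling of each library to an equal sum, median-ratio size factors, no trend, array quality weights, 1 fit of all 58 libraries, the number as a block, leaving out each replicate in turn, and for sets camera with a preset correlation of 0.01 or an estimated correlation, fry, and the ratio on the log scale. Limma-voom on the recovered reads, alone and in 1 fit of all 58 libraries, the sex of the mouse as a covariate, and leaving out replicates in the interaction fits were chosen after seeing the data. Each result of these fits was also recomputed on 100 splits of its libraries, the real one included. The alternatives for the bone formation set in bone-lining myeloma cells were also added after its value was seen. The pipeline was tested on simulated data in which genes with a vehicle mean above 5 RPKM were changed by 3 log2 units (8-fold). Levels and spread of each gene were taken from the vehicle libraries of the simulated population. With those of central marrow myeloma cells, 182 of 200 changed genes were called together with 20 of the unchanged genes. With those of stromal progenitors, 92 of 198 were called together with 14. Where no gene had been changed, 1 and 0 genes were called, and 4.86% and 5.27% had an unadjusted p below 0.05.

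The libraries held 1887858 to 15183130 reads in the table, as given by group in the report. A gene with no read in a library may still have had up to 3 reads' worth of expression, and folds against a group at or below 3 reads are given as lower bounds. The reads were amplified without molecular identifiers, so such limits cover counting error only. Reads of near-identical genes cannot be assigned with certainty, which concerns Serpina1e, Beta-s, Ly6a and Ly6c1, and the small nucleolar RNA genes lie inside other genes. The transcript 1810034E14Rik lies antisense to another gene and Hexdc overlaps the ends of its neighbours, and the defaults of featureCounts do not separate the strands.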

Results

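Expression was measured by RNA sequencing in 58 libraries of 100 sorted cells each, in 10 groups formed by 5 populations and 2 treatments. Central marrow myeloma cells gave 6 vehicle and 7 LDN libraries, bone-lining myeloma cells 6 and 5, endothelial cells 6 and 4, osteoprogenitors 6 and 5, and stromal progenitors 7 and 6. In all, 31 libraries came from mice given the vehicle and 27 from mice given LDN. The reads recovered from the table numbered 1887858 to 15183130 in vehicle and 3690299 to 8958815 in LDN central marrow myeloma cells, and 2887703 to 10980202 in vehicle and 2397022 to 9353441 in LDN bone-lining myeloma cells. Endothelial libraries held 5589945 to 9965460 (vehicle) and 7230018 to 10089485 reads (LDN). Osteoprogenitor libraries held 4207281 to 9657733 (vehicle) and 3879583 to 7309620 reads (LDN), and stromal progenitor libraries 4369254 to 12803759 (vehicle) and 3170048 to 9785394 reads (LDN). Between 6739 and 9212 genes lay above 1 RPKM in a library. The scaling that the RPKM values carry separated the cell types, with factors of 1.20 to 1.63 in the myeloma libraries and 0.6002 to 0.951 in the niche libraries. Libraries of the same group resembled each other more in myeloma cells, with a median correlation across genes of 0.886 in vehicle bone-lining and 0.882 in vehicle central marrow myeloma cells, than in vehicle endothelial cells (0.688), osteoprogenitors (0.695) or stromal progenitors (0.723). Genes are not independent replicates, and these correlations describe the libraries only.

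**Figure D1:**
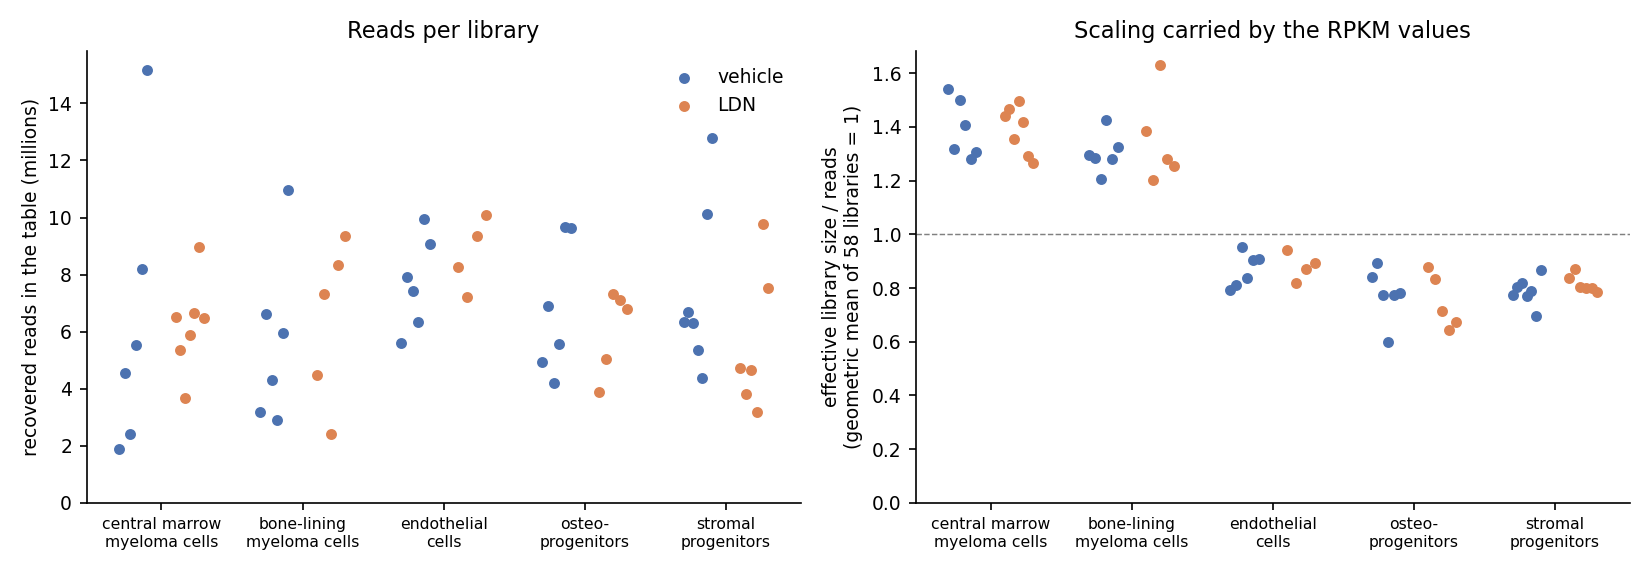
Recovered reads in the table per library (left) and the ratio of effective library size to reads, relative to the geometric mean of the 58 libraries (right), for each population and treatment, with 1 point per library. Reads ranged from 1887858 to 15183130, and the ratio lay above 1 in all myeloma libraries and below 1 in all niche libraries.

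Transcripts of markers of the populations were compared between vehicle groups to describe what each population contained. Most of these markers were not used for sorting. Ptprc (1:138062861-138175708), which encodes CD45, was at 112 ± 19.3 RPKM (SD, n = 6) in bone-lining and 102 ± 31.9 RPKM (SD, n = 6) in central marrow myeloma cells, against means of 0.411 to 7.27 RPKM in the niche populations. Slamf7 (1:171632403-171653035) was at 58.5 ± 24.4 and 57.8 ± 24.99 RPKM in the same groups and at no more than 0.2999 RPKM in the mean of any niche group. Igj, the gene also called Jchain, was at 2449 ± 547 and 1941 ± 364 RPKM in these 2 groups and at 14.0 to 26.1 RPKM in the means of the niche groups. Cdh5 (8:104101625-104144511) was at 287 ± 52.7 RPKM (SD, n = 6) and Pecam1 (11:106654217-106750628) at 364 ± 94.9 RPKM in endothelial cells, and Tek and Selp were at 211 ± 98.95 and 53.1 ± 34.5 RPKM there. Ly6a (15:74994877-74998031), which encodes Sca1, was at 1498 ± 232 RPKM (SD, n = 7) in stromal progenitors, 64.4 ± 80.9 RPKM (SD, n = 6) in osteoprogenitors and 3393 ± 682 RPKM (SD, n = 6) in endothelial cells. Pdgfra was at 78.1 ± 50.9 RPKM and Prrx1 at 190 ± 50.4 RPKM in stromal progenitors, against 22.8 ± 15.9 and 79.7 ± 42.1 RPKM in osteoprogenitors. Col1a1 was at 934 ± 729 RPKM in osteoprogenitors and 539 ± 160 RPKM in stromal progenitors. Alcam (16:52248996-52454074), the surface protein by which osteoprogenitors were selected, was at 6.45 ± 12.7 RPKM (SD, n = 6) in vehicle and 12.0 ± 15.9 RPKM (SD, n = 5) in LDN osteoprogenitors, with 3 or fewer reads in 2 of 6 vehicle and 1 of 5 LDN libraries.

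Whether LDN changed expression was asked in each population alone, with limma. In central marrow myeloma cells, 1 of 9364 genes was called between LDN and vehicle, and 329 genes had an unadjusted p below 0.05. This gene was Hexdc (11:121204433-121222655, a protein-coding gene), at 0.156 ± 0.110 RPKM (SD, n = 7) with LDN and 6.35 ± 2.31 RPKM (SD, n = 6) with vehicle (log2 fold change -2.60, SE 0.40, limma adjusted p 0.0175), and it was below the vehicle median in 7 of 7 LDN libraries. Hexdc was no longer called with limma-voom (adjusted p 0.215), in the fits of all 58 libraries (0.187, and 0.136 with limma-voom) or with genes above 5 RPKM only (0.337), and over all settings tried its adjusted p ranged from 0.0014 to 0.337. In endothelial cells, 1 of 8837 genes was called and 461 had an unadjusted p below 0.05. Lsm10 (4:126096623-126098584, protein-coding) was at 1.31 ± 1.35 RPKM (SD, n = 4) with LDN and 114 ± 65.6 RPKM (SD, n = 6) with vehicle (log2 fold change -5.58, SE 0.79, limma adjusted p 0.0137), below the vehicle median in 4 of 4 LDN libraries. Of the settings tried, limma-voom alone gave Lsm10 an adjusted p above 0.1 (0.889), and the others ranged from 2.50e-04 to 0.0315. No gene was called in bone-lining myeloma cells (0 of 9239 genes, 375 with an unadjusted p below 0.05, smallest adjusted p 0.916), osteoprogenitors (0 of 9482, 431, 0.181) or stromal progenitors (0 of 10020, 530, 0.696).

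The genes with the smallest p in the populations without a call did not pass the adjustment in the main fits, although some passed under other settings. In bone-lining myeloma cells the genes with the smallest p were Popdc2 (log2 fold change 2.55), Gcfc2 (-2.14) and Zdhhc17 (-2.15), with adjusted p of 0.916 to 1.00. Popdc2 passed 0.1 with limma-voom on all 58 libraries (0.0798). In osteoprogenitors the genes with the smallest p were the long noncoding RNA gene 1700047M11Rik (1:182287990-182303325; 5.42, SE 0.98), Serpina1e (4.20) and Fbxl4 (3.39), with adjusted p of 0.181 for the first and 0.954 for the others. 1700047M11Rik passed 0.1 without a trend (0.0464) and without LDN replicate 9 (0.0932), and rose to 0.356 with a pseudocount of 5. With all 58 libraries in 1 limma or limma-voom fit, 1700047M11Rik (4.27e-09 and 1.15e-07), Serpina1e (0.0252 and 0.0529) and Fbxl4 (0.073 and 0.0878) passed. In stromal progenitors the genes with the smallest p were Mrpl43 (-2.78), Qtrt1 (3.53) and Tada1 (-3.84), with an adjusted p of 0.696 each. Qtrt1 (0.0816) and Tada1 (0.0863) passed 0.1 in the limma fit of all 58 libraries. Genes whose LDN and vehicle libraries did not overlap numbered 6 in central marrow myeloma cells, where chance gives 0.117% of the genes tested, 22 in bone-lining myeloma cells (0.433%), 86 in endothelial cells (0.952%), 40 in osteoprogenitors (0.433%) and 8 in stromal progenitors (0.117%). These were 0.06%, 0.24%, 0.97%, 0.42% and 0.08% of the genes tested.

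The alternative that moved these counts most was the fit of all 58 libraries at once, with 182 genes called in endothelial cells, 134 in osteoprogenitors and 51 in stromal progenitors. In that fit every population is given 1 common variance per gene, and the median residual SD of 6429 genes differed between populations, with 0.705 in bone-lining and 0.773 in central marrow myeloma cells against 1.51 in endothelial cells, 1.54 in osteoprogenitors and 1.35 in stromal progenitors (1.27 over all libraries). Other splits of the libraries of a population in the same fit gave 100 to 322 genes in endothelial cells, 82 to 381 in osteoprogenitors and 7 to 78 in stromal progenitors.

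**Figure D2:**
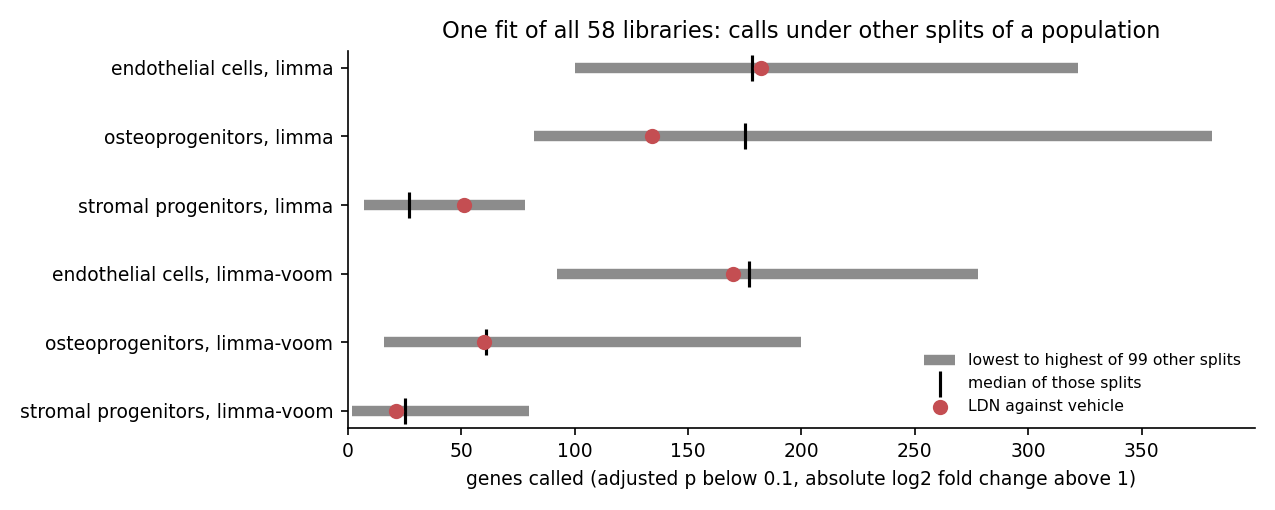
Genes called between LDN and vehicle when all 58 libraries were fitted at once, for limma and limma-voom, with the real split (red point) and the lowest, median and highest count over 99 other splits of the libraries of that population (grey bar and black mark). The real counts lay inside the range of the other splits in each case, for example 182 between 100 and 322 in endothelial cells with limma.

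Vdr (15:97854425-97910630, protein-coding), which encodes the vitamin D receptor, was examined in stromal progenitors because the study singled it out there. It was at 4.42 ± 5.37 RPKM (SD, n = 6) with LDN and 0.0214 ± 0.0338 RPKM (SD, n = 7) with vehicle. The LDN libraries held 11 to 163 reads of Vdr and the vehicle libraries 0 to 2 reads. This makes the LDN mean at least 23.2-fold higher than the limit that 3 reads allow in the vehicle libraries. The LDN libraries were unequal, at 0.495 to 3.92 as log2(RPKM + 1), so this fold depends on the libraries with the highest levels. Leaving out 1 library gave a log2 difference of 1.49 (LDN replicate 12) to 2.17 (LDN replicate 15). All 6 LDN libraries lay above all 7 vehicle libraries (log2 difference 1.89, exact permutation p 5.83e-04, two-sided, the smallest that 1716 splits can give). In the limma fit across 10020 genes the SE was 0.56, the unadjusted p 0.0031 and the adjusted p 0.857, so Vdr was not called. Over the alternatives its limma adjusted p ranged from 0.0133 to 0.940, and it fell below 0.1 only with limma-voom on all 58 libraries. In osteoprogenitors Vdr was at 6.74 ± 8.86 RPKM (SD, n = 5) with LDN and 9.45 ± 10.9 RPKM (SD, n = 6) with vehicle, and 4 of 11 of those libraries held 3 or fewer reads.

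LDN blocks BMP receptors, and transcripts that respond to BMP were compared as a list fixed in advance. The BMP response score differed by -0.27 (log2) in central marrow myeloma cells, -0.37 in bone-lining myeloma cells, 0.55 in endothelial cells, 0.08 in osteoprogenitors and -0.13 in stromal progenitors (exact permutation p 0.290, 0.123, 0.2, 0.805 and 0.668, two-sided, adjusted 0.484 to 0.805). Leaving out 1 library gave -0.41 (vehicle replicate 16) to -0.13 (vehicle replicate 5) in central marrow myeloma cells, -0.46 to -0.22 (LDN replicate 13) in bone-lining myeloma cells, and 0.22 (LDN replicate 15) to 0.73 in endothelial cells. The difference in osteoprogenitors changed sign when vehicle replicate 3 (-0.05) or LDN replicate 15 (-0.17) was left out, and that in stromal progenitors when LDN replicate 10 (0.047) was left out. Among the single genes, Id1 (2:152736251-152737410) differed most, in stromal progenitors, with 143 ± 79.5 RPKM (SD, n = 6) with LDN and 337 ± 114 RPKM (SD, n = 7) with vehicle. It was lower than the vehicle median in 6 of 6 LDN libraries (log2 fold change -1.46, SE 0.48, limma adjusted p 0.857). Its limma p adjusted over the list alone was 0.0321, so 1 of 5 list genes tested in stromal progenitors passed 0.1 and none of the 14 in the other populations did. The exact permutation p of Id1 was 0.0134, and 0.335 after adjustment over the 25 tests of 5 genes in 5 populations. Id3 and Atoh8 differed little between treatments in stromal progenitors (-0.04 and -0.13), and their sign changed in some settings. Smad7 (0.67, SE 0.68) and Smad6 (0.31, SE 0.80) were higher with LDN there, opposite to Id1, but not beyond the spread of replicates.

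**Figure D3:**
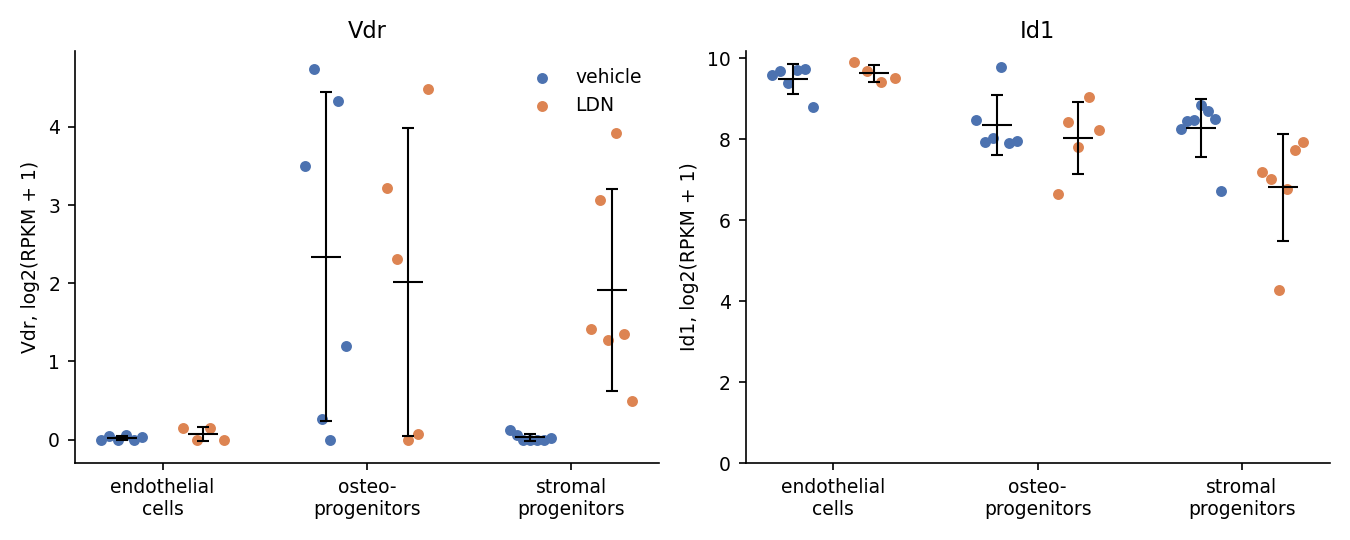
Vdr (left) and Id1 (right) as log2(RPKM + 1) in the niche populations, with 1 point per library and black bars for the mean and SD of each group. In stromal progenitors all 6 LDN libraries lay above the 7 vehicle libraries for Vdr, and Id1 was lower than the vehicle median in 6 of 6.

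None of the BMP ligands and receptors, osteoblast genes and RANKL of the fixed list was called between LDN and vehicle in either progenitor population. Their limma p adjusted over all tested genes ran from 0.984 to 1.00. Bmpr1b in osteoprogenitors and Sp7 in stromal progenitors did not pass the filter and were not tested. The smallest unadjusted limma p were those of Bmp4, 0.0742 in osteoprogenitors and 0.1063 in stromal progenitors. Bmp4 was below the vehicle median in 5 of 5 and 5 of 6 LDN libraries of these populations. The largest changes among the tested genes of this part of the list were those of Bmp4 in osteoprogenitors (log2 fold change -2.09, SE 1.11) and of Bmpr1b in stromal progenitors (-1.11, SE 0.79). Bmpr1b was at 1.93 ± 1.65 RPKM (SD, n = 6) with LDN and 6.57 ± 6.07 RPKM (SD, n = 7) with vehicle in stromal progenitors. The log2 ratio of RANKL to OPG in osteoprogenitors was -5.37 ± 3.06 (SD, n = 5) with LDN and -4.06 ± 2.44 (SD, n = 6) with vehicle, a difference of -1.31 (exact permutation p 0.439, two-sided). It was -2.25 without vehicle replicate 7 and -0.52 without LDN replicate 15, and 3 of 11 of these libraries held 3 or fewer reads of Tnfsf11.

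Gene sets were tested because the study had found matrix and nuclear receptor sets raised by LDN in stromal progenitors. In that population the extracellular matrix organisation set had a normalized enrichment score of 2.24 (adjusted p 3.43e-05, 39 of 54 genes higher with LDN), and the collagen formation set, all 44 tested genes of which lie in the former, had a score of 2.22 (6.64e-05, 33 of 44). The NCAM1 interactions set, which shares 15 of its 19 tested genes with the matrix set, had a score of 2.09 (0.0032, 15 of 19), and the nuclear receptor transcription set 2.07 (0.0032, 19 of 23). The median log2 fold changes of these 4 sets were small, at 0.25, 0.27, 0.36 and 0.45. Camera with a preset correlation gave these sets adjusted p of 0.0066 to 0.0262, and the calls held under fry (0.0149 to 0.0238) but not with an estimated correlation (0.0952 to 0.103), which moved them most. The nuclear receptor set was also not called with the filter at 5 RPKM (0.0507). In central marrow myeloma cells the matrix set scored -2.07 (0.0032, 16 of 18 genes lower with LDN) and the collagen set -1.90 (0.0154, 12 of 14 lower), and neither was called with fry (0.405 and 0.395). The matrix set was no longer called there without vehicle replicate 14 (-1.49). The NCAM1 set scored -1.38 in these cells (0.385). In bone-lining myeloma cells the bone formation set, used here with 197 genes where the study counts 198, scored -1.53 (0.0382), with 37 of 70 tested genes lower. This set was called in 1 of 11 fits that left out 1 library (that without vehicle replicate 16), and neither with camera (0.785 and 0.872) nor with fry (0.698), and its adjusted p ranged from 5.69e-04 to 0.872 over the settings tried. The BMP signalling set was called in no population, with a score of -0.99 in stromal progenitors (0.610) and 0.92 in osteoprogenitors (0.682), and in osteoprogenitors its direction differed between tests. Of all 40 tests, 7 passed 0.05.

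**Figure D4:**
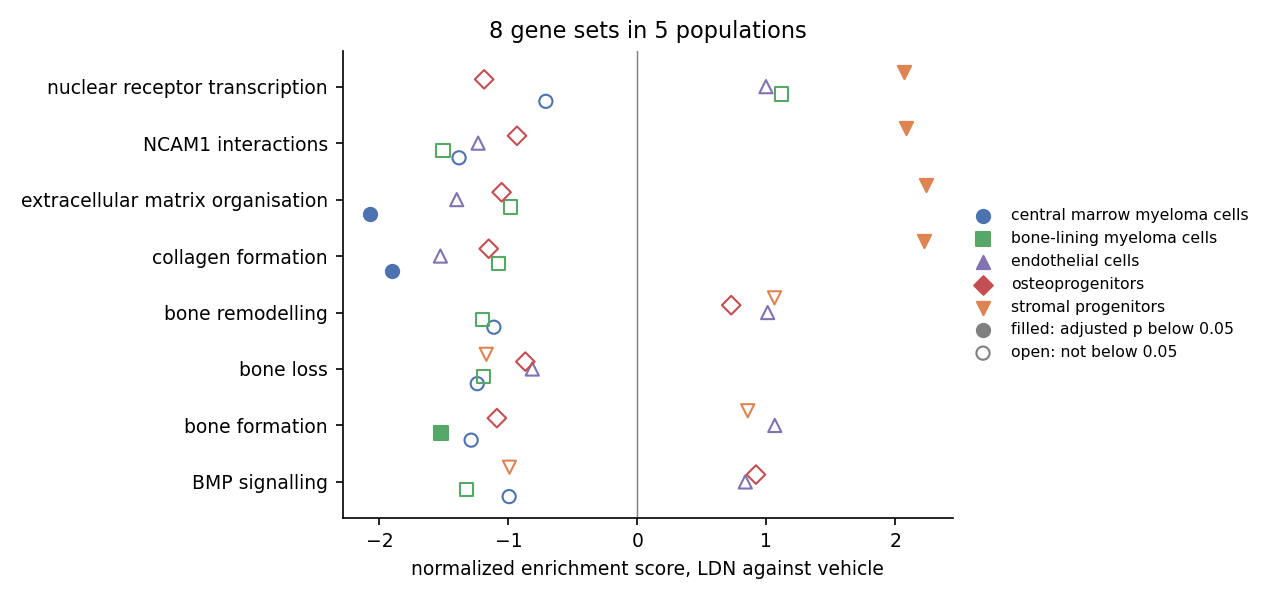
Normalized enrichment scores of 8 gene sets for LDN against vehicle in 5 populations, with filled symbols for an adjusted p below 0.05 over 40 tests. The matrix, collagen, NCAM1 and nuclear receptor sets scored 2.07 to 2.24 in stromal progenitors, and the matrix and collagen sets -2.07 and -1.90 in central marrow myeloma cells.

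An interaction term asked whether LDN acted differently in populations that share an origin. No gene was called for the difference of the LDN effect between bone-lining and central marrow myeloma cells (0 of 10090 genes, 445 with an unadjusted p below 0.05, smallest limma adjusted p 0.998) or between stromal progenitors and osteoprogenitors (0 of 11401 genes, 602 with an unadjusted p below 0.05, smallest limma adjusted p 0.854).

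The myeloma cells of the bone lining were compared with those of the central marrow to ask whether the niche is reflected in the tumour cells. In vehicle mice 16 of 9335 genes were called, 14 higher and 2 lower in the bone lining, and 946 had an unadjusted p below 0.05. Fos (12:85473890-85477273) was at 97.2 ± 28.2 RPKM (SD, n = 6) in bone-lining and 11.4 ± 4.62 RPKM (SD, n = 6) in central marrow cells (log2 fold change 3.03, SE 0.34, limma adjusted p 1.98e-04). Ankrd37 (2.37), Cxcl10 (3.71), Fosb (3.17) and Dusp14 (2.82) were the next genes that rose (adjusted p 0.0038 to 0.0089), each higher in 6 of 6 bone-lining libraries than the central marrow median. The genes that fell were Snord47 (1:161038082-161038158, a small nucleolar RNA gene inside Gas5; -2.52, adjusted p 0.0119) and Beta-s (7:103826534-103828096, a beta globin gene; -5.96, SE 1.18, adjusted p 0.0472). Beta-s was at 649 ± 880 RPKM (SD, n = 6) in central marrow cells and had 3 or fewer reads in each bone-lining library, so the bone-lining level was at least 595-fold lower than the central marrow mean. As the SD exceeds that mean, the fold depends on the central marrow libraries with the highest levels. Leaving out 1 library gave log2 fold changes of -6.77 (central marrow replicate 14) to -5.08 (central marrow replicate 5). Beta-s was called in 8 of 12 fits that left out 1 library, and was not called with a pseudocount of 5 (adjusted p 0.1465), no filter (0.275), no trend (0.183) or limma-voom (0.604), with a range of 0.0216 to 0.604 over the settings tried. The count moved most without central marrow replicate 16, to 34 genes. Snord47 was not called with no filter (adjusted p 0.14), no trend (0.116) or limma-voom alone (0.318), and Dusp14 was not called with no filter (0.106). In the fit of all 58 libraries Ankrd37, Cxcl10, Dusp14 and Snord47 were not called (adjusted p 0.308 to 0.9988), and with limma-voom on all 58 libraries none of the 7 named genes was (0.258 to 1.00). Fos was called under all the other settings tried (1.08e-08 to 0.0169).

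In LDN mice 14 of 9340 genes were called between the niches, 11 higher and 3 lower in the bone lining, and 717 had an unadjusted p below 0.05. The genes that rose most clearly were Fosb (log2 fold change 2.92), 1810034E14Rik (3.18, annotated as an antisense transcript), Dusp14 (4.21), Ankrd37 (2.85) and Lurap1 (3.26), with limma adjusted p of 0.0106 to 0.0234. Snord47 (-3.19, adjusted p 4.24e-04), Snora33 (-2.10, 0.0207) and Snora68 (-1.84, 0.0671) fell, and Snora68 was called in 7 of 12 fits that left out 1 library. With the number as a block, Fosb (0.161), 1810034E14Rik (0.161) and Lurap1 (0.129) were no longer called. Over the settings tried the adjusted p of these 3 ranged from 7.00e-06 to 0.4003, 1.82e-04 to 0.161 and 0.0129 to 0.171. It ranged from 1.71e-04 to 0.207 for Dusp14, 0.0028 to 1.00 for Ankrd37, 1.19e-04 to 0.885 for Snord47, 0.0114 to 1.00 for Snora33 and 0.0187 to 1.00 for Snora68, and limma-voom alone gave the last 3 values of 0.399, 0.539 and 0.557. In the main fits, without a block, both treatments shared 5 called genes, Ankrd37, Dusp14, Fos, Fosb and Snord47. With a block Fosb was not called in LDN mice and Snord47 was not in vehicle mice (0.151). Snord47 in vehicle mice was also lost without a filter (0.14), without a trend (0.116) and with limma-voom alone (0.318). Without a filter Dusp14 was called in neither treatment (0.106 in vehicle and 0.207 in LDN mice). Of the genes called in vehicle mice and tested in LDN mice, 15 of 15 changed in the same direction there, and of those called in LDN mice 13 of 14 did so in vehicle mice. The log2 fold changes of the 2 comparisons correlated with r = 0.297 across 8993 genes, which are not independent replicates. Array quality weights moved the count in LDN mice most, to 34 genes.

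**Figure D5:**
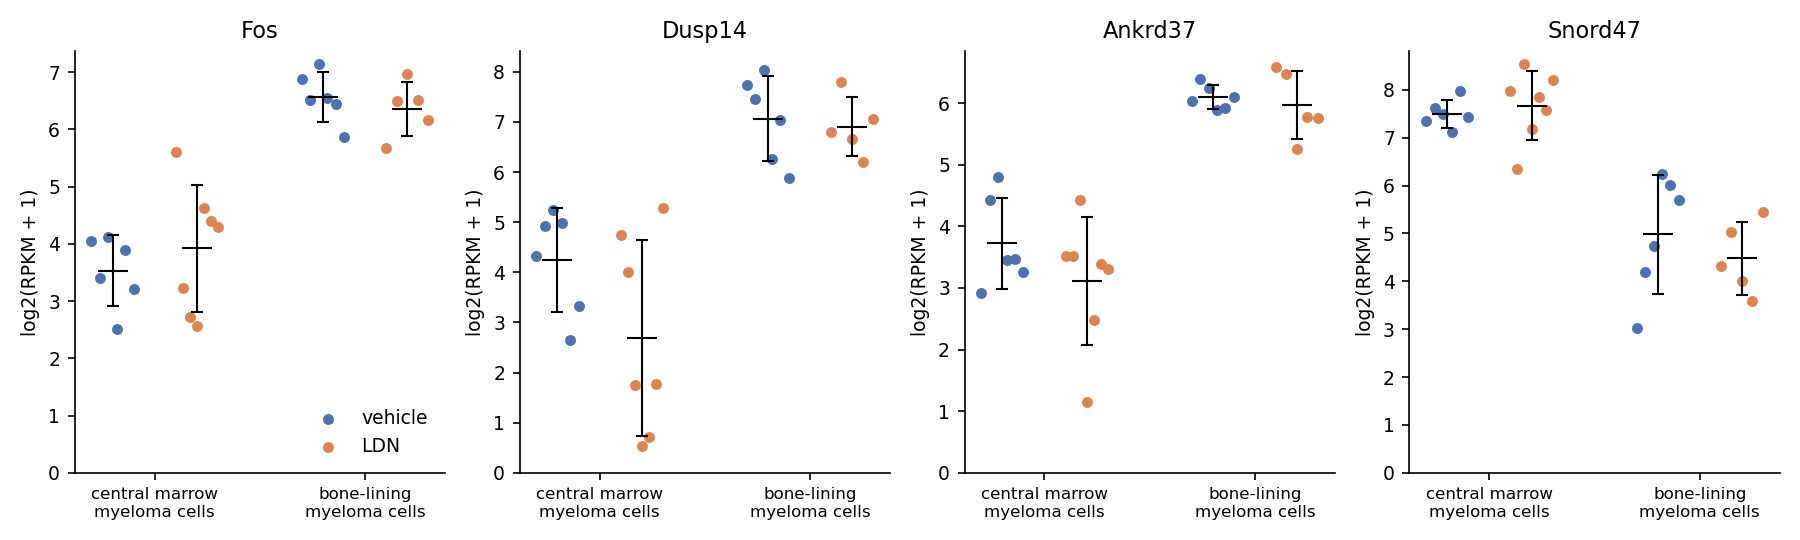
Fos, Dusp14, Ankrd37 and Snord47 as log2(RPKM + 1) in central marrow and bone-lining myeloma cells, with 1 point per library and black bars for the mean and SD of each group. The first 3 were higher and Snord47 was lower in the bone lining in both treatments, and Fos rose from 11.4 to 97.2 RPKM on average in vehicle mice.

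Osteoprogenitors were compared with stromal progenitors in vehicle mice to describe how the sorted progenitors differ. Of 10093 genes, 296 were called, 146 higher and 150 lower in osteoprogenitors, and 1371 had an unadjusted p below 0.05. Col2a1 (15:97975602-98004695), a cartilage collagen gene, was at 2287 ± 1005 RPKM (SD, n = 6) in osteoprogenitors and 61.2 ± 25.5 RPKM (SD, n = 7) in stromal progenitors (log2 fold change 5.22, SE 0.38, limma adjusted p 3.77e-08). It was not called with limma-voom alone (4.79, adjusted p 0.269), and its adjusted p ranged from 1.69e-11 to 0.269 over the settings tried. Col9a1 (7.15), 3110079O15Rik (3.35, also called Snorc), Col11a1 (3.33) and Matn3 (6.86) rose as well, and Col3a1 (-3.05), Ly6a (-5.40), Cd34 (-5.50), Aspn (-3.38) and Ly6c1 (-4.98) fell, with adjusted p of no more than 2.10e-05. The chondrocyte marker score was 9.171 ± 0.251 (SD, n = 6) in osteoprogenitors and 5.69 ± 0.535 (SD, n = 7) in stromal progenitors. The osteoprogenitor marker score was 6.446 ± 1.01 and 4.725 ± 0.308 in the same groups. Transcripts of cartilage cells were thus abundant in the population sorted as osteoprogenitors. Bglap, which encodes osteocalcin, was at 1147 ± 1036 RPKM (SD, n = 6) in osteoprogenitors against 98.5 ± 83.8 RPKM (SD, n = 7) in stromal progenitors (log2 fold change 3.38, limma adjusted p 4.09e-04). Sp7 (2.76, adjusted p 0.114) and Vdr (2.31, 0.139) were higher in osteoprogenitors without passing the threshold. Fitting all 58 libraries at once moved this count most, to 1105 genes, of which 285 were among the 296.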

Values the study reported

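With a threshold of an adjusted p below 0.1 and an absolute log2 fold change above 1, the authors found 6 genes that differed between myeloma cells of the bone lining and of the central marrow (given among the results of myeloma-bearing against tumour-free mice). With LDN, some gene sets were lower in central marrow myeloma cells, among them sets of matrix interactions. For mice given LDN or its vehicle, 3334 curated gene sets were screened in the progenitor populations, and a set was accepted at an FDR below 25% if it held more than 25 genes. The sets that passed were NCAM1 interactions, nuclear receptor transcription and the sets for collagen formation and for the organisation of the extracellular matrix. Vdr was among the 20 genes that rose most with LDN in stromal progenitors, with an FDR of 0.005.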

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

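Every test in this part was chosen only after the result it concerns had been seen. Library scores were examined for single libraries far from the rest of their group, in 134 combinations of group and measure (15 measures). In 13 of them 1 library lay far from the others, where chance gives 6.7, and 12 of the 13 were scores of marker lists.

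The neutrophil marker score was far higher in LDN bone-lining myeloma cells replicate 10 (6.101, others 1.299 to 2.499) and in LDN central marrow myeloma cells replicate 1 (5.855, others 0.768 to 2.166). S100a8, the most abundant of these markers, was at 1584 RPKM (5724 reads) and 1235 RPKM (4753 reads) there, against group medians of 44.3 and 41.0 RPKM. Of the 10 markers, 7 had a mean above 1 RPKM in each of the myeloma populations. Outside the marker lists, 20 transcripts near 0 in each group were picked because they follow the neutrophil score over the osteoprogenitor libraries. In bone-lining replicate 10, 12 of the 20 had their highest level of the group, where the share among other transcripts near 0 gives 5.7, so a few neutrophils or their RNA among the 100 sorted cells are a candidate explanation there, although the median level of the 20 was only 0.33 RPKM. In central marrow replicate 1 it was 7 of 20 where that share gives 3.3, too few to decide, so neutrophil RNA and other sources cannot be told apart for it. No biological difference between these mice was tested. The picked transcripts were not shown to be specific to neutrophils, and the osteoprogenitor marker score of the same bone-lining replicate 10 was also high (2.179, others 1.219 to 1.472), so RNA of other niche cells stays open for it.

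The cell cycle score was low in vehicle bone-lining myeloma cells replicate 5 (3.812, others 4.597 to 4.890). This library held 4288915 reads and had 7985 genes above 1 RPKM, against a group median of 8242.5. Replicate 3 of the group had fewer reads (3191292) and fewer such genes (7899), and replicate 6 fewer reads (2887703), with scores of at least 4.597, which goes against a poorer library. As these are single libraries, slower division and a poorer library cannot be told apart here.

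The log2 ratio of RANKL to OPG was -8.761 in vehicle osteoprogenitors replicate 7 (others -3.809 to -1.612). Too few reads of Tnfsf11 do not explain it, as 144 reads would have been expected at the mean of the other libraries and 1 was counted, while Tnfrsf11b was at 488 RPKM against at most 325 RPKM in the others. Without this library the difference between LDN and vehicle was -2.25 instead of -1.31. What stays open is that a pool of 100 cells held few cells with Tnfsf11, and no biological explanation was tested.

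The remaining far libraries were not tested further. The myeloma marker score was 2.637 in LDN stromal progenitors replicate 15 (others 1.976 to 2.194), the stromal progenitor marker score 0.773 in vehicle bone-lining myeloma cells replicate 16 (others 1.734 to 2.067), and the macrophage and osteoclast marker score 5.689 in vehicle bone-lining myeloma cells replicate 4 (others 2.372 to 3.590). The erythroid score, for which 3 of 10 listed genes were in the table, was 0.111 in vehicle bone-lining myeloma cells replicate 6 (others 0 to 0.017), 0.507 in LDN bone-lining myeloma cells replicate 11 (others 0 to 0.023), 0 in vehicle endothelial cells replicate 4 (others 0.912 to 1.426), 1.722 in vehicle stromal progenitors replicate 5 (others 0 to 0.301) and 1.753 in LDN stromal progenitors replicate 13 (others 0 to 0.335). With 3 genes in the score, a single one can move it.

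The effect of LDN on the sets that the study had selected differed between populations when the difference itself was tested by permuting treatments within them. The selection was made on these stromal progenitor libraries, which favours a large difference, so the result is no independent evidence. The study had also reported the matrix and collagen sets as lower with LDN in central marrow myeloma cells. The enrichment score in stromal progenitors exceeded that in osteoprogenitors by 0.878 for the collagen formation set (2 of 100 splits gave a difference as large), 0.819 for the extracellular matrix organisation set (1 of 100), 0.946 for the NCAM1 interactions set (3 of 100) and 0.995 for the nuclear receptor transcription set (1 of 100). It exceeded that in central marrow myeloma cells by 1.246 for the matrix set (1 of 100) and 1.254 for the collagen set (1 of 100). The first 3 sets share most of their genes and are not separate results. In central marrow myeloma cells, stromal RNA in the vehicle libraries is a candidate explanation, because transcripts abundant in stromal progenitors and outside the matrix sets fell by 0.52 (median log2), but the 8 members with the highest share of the stromal progenitor level fell by a median of 5.205% of it, more than such RNA would bring, while 2 of the 8 rose. In stromal progenitors, RNA from chondrocytes was not excluded, with a score of 1.67 for the collagen genes that are lower in osteoprogenitors. An effect of LDN on these cells stays open beside them.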

How the results depend on the processing

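Every alternative was run on the results it applies to, and the cause of a change was not tested unless said. Of 187 values of the main results under other settings fixed in advance, 155 kept their direction, their side of the threshold or a count within 1.5 times, and 32 changed in 15 of 26 results (13 weaker, 1 stronger, 17 moved, 1 reversed). Under settings chosen after seeing the data, 14 of 31 values were the same, 6 were weaker, 10 moved and 1 was stronger. Median-ratio size factors changed 1 of 92 results, the bone formation set in bone-lining myeloma cells. For single named genes, 578 of 617 values were the same under settings fixed in advance (29 weaker, 6 stronger, 4 reversed), and of 169 under those added later 23 were weaker, 4 stronger and 9 reversed.

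The fit of all 58 libraries changed the counts of LDN against vehicle most, to 182 genes in endothelial cells, 134 in osteoprogenitors, 51 in stromal progenitors and 2 in central marrow myeloma cells. Limma-voom on all 58 libraries gave 170, 60, 21 and 0 in the same order, and 1 in bone-lining myeloma cells. The residual SD in such a fit (median 1.27) lies below that of the niche libraries alone (1.35 to 1.54). In the niche populations as many genes were called in 45 to 76 of 100 splits, except for stromal progenitors with limma (10 of 100, and a median of 27 over the other splits against 51). For osteoprogenitors against stromal progenitors these fits called 1105 and 995 genes, 285 of the 296 in each, and between the niches in vehicle mice 28 (7 of them among the 16) and 10 (2 among the 16). Of the 7 named genes of that comparison 4 were not called in the first (Ankrd37 0.9988, Cxcl10 0.308, Dusp14 0.857, Snord47 0.9988) and 7 in the second (adjusted p 0.258 to 1.00), and of the 8 named in LDN mice 5 were not called in each. Vdr passed only with limma-voom on all 58 libraries (log2 fold change 5.98, adjusted p 0.0133), and its adjusted p was 0.0133 to 0.940 over all settings.

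In single populations, limma-voom called 0 genes in central marrow myeloma cells and 0 in endothelial cells, and 7 between the niches in LDN mice. The fit without a trend called 2 in central marrow myeloma cells, 1 in osteoprogenitors and 10 between the niches in vehicle mice. A filter at 5 RPKM, which leaves fewer genes, gave 0 in central marrow myeloma cells, 25 between the niches in vehicle mice and 9 in LDN mice. Without a filter, these niche counts were 10 and 6. In LDN mice a pseudocount of 0.1 gave 8 and array quality weights gave 34. With the number as a block, pairing the libraries of a mouse, the niche comparison in vehicle mice called 10 genes, 9 of them among the 16, and that in LDN mice 18, 6 of them among the 14. The block changed no other count of genes by more than 1.5 times, although Fosb, 1810034E14Rik and Lurap1 in LDN mice and Snord47 in vehicle mice were no longer called. As a random effect it changed neither interaction result.

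Leaving out 1 library at a time gave 1 to 2 genes in central marrow myeloma cells (2 without vehicle replicate 7 or 16 or LDN replicate 9), 1 to 3 in endothelial cells (3 without LDN replicate 9, and 2 without vehicle replicate 14 or LDN replicate 13) and 0 to 1 in osteoprogenitors (1 without LDN replicate 9). Between the niches it gave 10 to 34 genes in vehicle mice (25, 10 and 34 without central marrow replicates 5, 7 and 16) and 9 to 21 in LDN mice (9 without bone-lining replicate 9, 12 or 13). Osteoprogenitors against stromal progenitors ranged from 245 to 347. In the interaction fits, 48 of 48 values were the same. Beta-s was not called without central marrow replicate 3 or 6 or bone-lining replicate 4 or 5.

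With camera and an estimated correlation, the 4 sets called in stromal progenitors had adjusted p of 0.0952 (nuclear receptor, matrix and collagen) and 0.1032 (NCAM1). The nuclear receptor set scored 1.81 with the filter at 5 RPKM and was no longer called (adjusted p 0.0507). In central marrow myeloma cells the matrix and collagen sets had adjusted p of 0.8722 with that camera, 0.4051 and 0.3952 with fry, and scores of -1.39 each with the filter at 5 RPKM. The collagen set also had 0.0968 with the preset camera and scored -1.67 on the log scale. The fits that left out 1 library gave -2.44 to -1.49 for the matrix set (no longer called without vehicle replicate 14) and -2.21 to -1.24 for the collagen set (no longer called without vehicle replicate 3 or 14 or LDN replicate 1 or 15). The bone formation set in bone-lining myeloma cells, with alternatives chosen after seeing the data, had adjusted p of 0.7853 and 0.8722 with camera and 0.6981 with fry, and scores of -1.33 on the log scale, -1.63 with the filter at 5 RPKM and -1.45 with median-ratio size factors, none of them called. Leaving out 1 library gave -1.61 to -1.12, and it was called in 1 of them, the fit without vehicle replicate 16. The NCAM1 set scored -2.09 in central marrow myeloma cells without a filter (adjusted p 6.78e-04), and with the filter at 5 RPKM it gave no value, as fewer than 5 genes were left.

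Directions near 0 reversed. The BMP signalling set in osteoprogenitors was lower with fry (adjusted p 0.9764) and ranged from -0.97 (without vehicle replicate 16) to 1.11, and in stromal progenitors from -1.08 to 1.04 (without LDN replicate 10). The BMP response score ranged from -0.17 to 0.23 in osteoprogenitors (-0.05 without vehicle replicate 3, -0.17 without LDN replicate 15) and from -0.29 to 0.047 in stromal progenitors (0.047 without LDN replicate 10). In osteoprogenitors Id3 was 0.022 with array quality weights, 0.034 with limma-voom and 0.071 with limma-voom on all 58 libraries, and Smad6 -0.046 and -0.022 in the last 2. In stromal progenitors Id3 was 0.0225 with equal sums, 0.10 with limma-voom and 0.19 on all 58 libraries, Atoh8 0.048 with a pseudocount of 5, and Bglap -0.003 with a pseudocount of 0.1, -0.074 and -0.057 with limma-voom alone and on all 58, and -0.031 with sex as a covariate.

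The depth limits the genes near 0. Vdr had 3 or fewer reads in 7 of 13 stromal progenitor and 4 of 11 osteoprogenitor libraries, and Sp7 in 7 of 13 stromal progenitor libraries, so their levels there are upper limits.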

Other observations

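Every test in this part was chosen only after the result it concerns had been seen. The counts of genes called between LDN and vehicle were set against other splits of the same libraries. As many genes were called in 14 of 100 splits of the central marrow myeloma libraries (the other splits gave up to 26 genes) and in 14 of 100 splits of the endothelial libraries (up to 3). Since no gene was called in bone-lining myeloma cells, osteoprogenitors and stromal progenitors, 100 of 100 splits gave as many, and the same holds for both interaction results (100 of 100 each). Most other splits called no gene, so a single call is uncommon without an effect of LDN but not rare enough to set Hexdc and Lsm10 apart from it. On simulated data, genes with a vehicle mean above 5 RPKM were changed by 3 log2 units. Of these, 182 of 200 were called with the levels and spread of central marrow myeloma libraries, and 92 of 198 with those of stromal progenitor libraries. Genes at lower levels were not changed in the simulation.

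When all 58 libraries were fitted at once, counts as large were also given by other splits, less often in stromal progenitors with limma. As many genes were called by limma in 45 of 100 splits in endothelial cells, 76 of 100 in osteoprogenitors and 10 of 100 in stromal progenitors, and by limma-voom in 59, 54 and 62 of 100. A variance shared with the less variable myeloma libraries is a candidate explanation of these counts.

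Vdr in stromal progenitors was weighed against technical explanations. RNA with the average make-up of the osteoprogenitor libraries, which hold Vdr, does not account for it. At the LDN level, 53.7% of the RNA in the LDN libraries would have to come from osteoprogenitors, and 8 transcripts abundant in those cells allow a median of 2.99% (highest 8.46%). These transcripts came from the osteoprogenitor and chondrocyte marker lists, and some osteoprogenitor libraries held few reads of Vdr. Single cells with much Vdr were therefore not excluded. The depth of the vehicle libraries does not account for it either, since at the mean LDN level 69 to 223 reads would be expected in each of them and at most 2 were counted, although at the lowest LDN level it would be as few as 6. With the sex of the mouse as a covariate the log2 fold change was 1.93 (SE 0.58). Chance among many genes stays open, because 8 genes had LDN and vehicle libraries without overlap and chance gives 11.7. An effect of LDN stays open as a hypothesis. The adjusted p of 0.857 here is higher than the value quoted from the study. The study fitted reads with voom. Among the alternatives here, limma-voom on all 58 libraries gave the lowest adjusted p (0.0133, with up to 0.940 under the others).

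The sets called in stromal progenitors were rare under other splits, with an enrichment score as large in 1 of 100 splits for the collagen formation set, 1 for the matrix set, 1 for the nuclear receptor set and 2 for the NCAM1 set. Gene length does not account for the collagen result, since 0% of 10000 random sets of the same lengths and levels had a median signal-to-noise as high, and neither does sex, with a score of 1.8 with sex as a covariate (adjusted p 0.0068). For the collagen and matrix sets, RNA from chondrocytes and an effect of LDN cannot be told apart. The members that are lower in osteoprogenitors, where chondrocyte transcripts are highest, scored 1.67 (16 genes, adjusted p 0.108) in the collagen set and 1.79 (22 genes, 0.0370) in the matrix set. On the log scale the collagen set scored 1.79, without the 4 chondrocyte markers in it 1.56 (adjusted p 0.0667), and with the chondrocyte score as a further covariate 1.48 (0.141), while the matrix set scored 1.57 (0.0449) and 1.52 (0.0892). The chondrocyte score itself was 0.56 higher with LDN (exact permutation p 0.207, and 0.31 without LDN replicate 15), but the median log2 fold change of its markers was 0.14 with 9 of 14 higher. All 14 of 14 markers were above 1 RPKM in stromal progenitors, and Chad was the most abundant at a mean of 5897 RPKM. In osteoprogenitors Chad was at 8208 RPKM, while the chondrocyte score was 9.171 in vehicle osteoprogenitors and 5.69 in vehicle stromal progenitors. The level of Chad alone is therefore no measure of chondrocyte RNA in stromal progenitors. The nuclear receptor set was not lowered by the chondrocyte score as a covariate (1.92, adjusted p 0.0307, against 1.89, 0.0193, on the log scale). Without Vdr it scored 1.66 (0.0700), and 2.48% of matched random sets were as high.

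The sets that fell in central marrow myeloma cells were less rare, with 5 of 100 splits as large for the matrix set, 5 for the collagen set and 19 for the NCAM1 set, and so was the bone formation set in bone-lining myeloma cells, with 6 of 100. Of the transcripts abundant in stromal progenitors and outside the matrix sets, 112 (94.1%) were lower with LDN, with a median log2 fold change of -0.52 (difference of the mean -0.55, exact permutation p 0.0892). Their mean level was 0.569% of the stromal progenitor level in vehicle and 0.354% in LDN libraries. With their score as a covariate the matrix set went from -1.84 to 0.61. Per transcript they fell by a median of 0.16% of the stromal progenitor level, and so did the 10 matrix members at or below 10% of that level (median 0.197%, 9 of 10 lower), for which less stromal RNA carried into the LDN libraries is a candidate explanation. The level of the whole set went from 15.068% to 13.844%, and the other 8 members fell by a median of 5.205% (from a rise of 22.2% to a fall of 40.988%, 6 of 8 lower, exact permutation p of their mean 0.0612), more than such RNA would bring. As they went both ways, stromal RNA and other sources cannot be told apart for them. Gene length is not an explanation, since 0.01% of random sets were as low. The BMP signalling set gave scores as large in 67 of 100 splits in stromal progenitors and 61 of 100 in osteoprogenitors.

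The differences between the niches were rare under other splits, with 1 of 100 splits as large in vehicle and 1 of 100 in LDN mice, and so were those between osteoprogenitors and stromal progenitors (1 of 100). Among splits that part the same pairs of libraries, 1 of 32 in vehicle mice was as large (the others called at most 1 gene), 3 of 64 in LDN mice (at most 15) and 1 of 64 for the progenitors (at most 109). Bone-lining cells were released by collagenase, and a response to this treatment could raise Fos and Fosb. Of a list of 22 early response genes, the 17 that were neither Fos nor Fosb nor called differed by 0.31 in vehicle (exact permutation p 0.141) and 0.25 in LDN mice (0.204, and 0.16 without bone-lining replicate 10 or 11). With only Fos and Fosb left out the differences were 0.57 (0.0173, 14 of 16 tested genes higher) and 0.53 (0.0164, 12 of 15), but these include 3 genes (Klf6, Nfkbia and Dusp1) called for this same difference before the list was written, so they are no independent evidence. The niche and the digestion cannot be told apart, as the study describes central marrow cells as flushed out and bone-lining cells as digested off the bone, although the label of every library gives the same digestion. RNA of stromal cells does not account for Fos, as 6.1% of the RNA would be needed and 77 abundant stromal transcripts allow a median of 0.013%. The fall of Snord47, Snora33 and Snora68 was not shared to the same extent by the other small nucleolar RNA genes. Part of this contrast follows from the choice of genes, as the named ones were picked because they were called. Of these others 10 of 17 were lower, with a median log2 fold change of -0.22 in vehicle mice and -0.24 in LDN mice. A loss of equal size across the whole class therefore does not account for the fall. A smaller loss across the class was not excluded, as the others went both ways and their median was not tested. No biological explanation was tested for the fall of Snord47, Snora33 and Snora68.

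Transcripts of other blood cells varied between libraries. In 11 osteoprogenitor libraries S100a8 ranged from 100.5 to 8320 RPKM and followed the mean of the other neutrophil markers (r 0.908, permutation p 1e-05, the smallest that 100000 permutations can give, adjusted over 3 relations 3e-05; rho 0.964, permutation p 2e-05; r 0.841 without the 2 libraries farthest from the median). In 13 central marrow libraries Beta-s followed Alas2 (r 0.745, permutation p 0.0058, adjusted 0.0087; rho 0.593, permutation p 0.0361; r 0.654 without 2 libraries). RNA of neutrophils and of erythroid cells in some libraries is a candidate source, and for Beta-s reads of a near-identical globin gene stay possible. The neutrophil scores of osteoprogenitor and stromal progenitor libraries of the same number were not related beyond chance (n = 11, r 0.422, permutation p 0.197, adjusted 0.197; rho 0.245, permutation p 0.468; r 0.197 without 2 libraries).

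The marker lists were compared between LDN and vehicle in 45 tests of 9 lists in 5 populations, and none passed (smallest adjusted p 0.756). The smallest exact permutation p were 0.0541 for the cell cycle list in bone-lining myeloma cells (0.31 higher with LDN, above the vehicle median in 5 of 5, and 0.16 higher without vehicle replicate 5, exact permutation p 0.0635) and 0.0612 for the stromal progenitor list in central marrow myeloma cells (-0.48, below it in 6 of 7). Across the 5 populations the differences ran from -0.12 to 0.48 for the cell cycle, -0.12 to 0.15 for myeloma, -0.30 to 0.26 for endothelial, -0.48 to 0.13 for stromal progenitor, -0.23 to 0.02 for osteoprogenitor, -0.35 to 0.56 for chondrocyte, -0.15 to 1.29 for neutrophil, -0.47 to 0.49 for macrophage and osteoclast, and 0.08 to 0.38 for erythroid markers. Leaving out 1 library moved 41 of these 45 differences by over 1.5 times or reversed them (17 reversed). Among the largest, 1.29 (neutrophil, bone-lining myeloma cells) became 0.45 without LDN replicate 10, 0.48 (cell cycle, endothelial cells) 0.28 without LDN replicate 13, and -0.47 (macrophage and osteoclast, central marrow myeloma cells) -0.07 without vehicle replicate 3. LDN endothelial replicate 15 held both Xist (82 RPKM) and Ddx3y (46 RPKM), while the Y-linked Eif2s3y, Kdm5d and Uty were at 0, and the cause was not tested.

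Between the niches 16 genes were called in vehicle and 14 in LDN mice. These counts of the main fits are higher than the count quoted from the study, which is taken to be for its experiment with tumour-free mice. Other settings moved them both ways. In LDN mice limma-voom alone gave 7 genes and the fit without a filter 6, while array quality weights gave 34. In vehicle mice the fit without a filter gave 10 genes and the filter at 5 RPKM 25.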
